A study of Mus musculus with 5 samples.

How the data were processed

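The measurements are droplet single-cell RNA sequencing profiles of epithelial cells from the distal small intestine (ileum) of C57BL/6 mice aged 8 to 12 weeks. The mice had either small bowel resection, an operation that removes a length of small intestine, or sham surgery. The labels give 3 sham libraries and 2 resection libraries, and each group was taken from the labels. Per the labels, cells were encapsulated with the 10x Chromium instrument and its 3' chemistry, and the gene-barcode matrices came from Cell Ranger, with the version given in the labels only with a question mark. Neither the labels nor the headers state the genome build or the annotation, so no coordinates are given and genes are named by the symbols and Ensembl identifiers of the deposited gene table.

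The values deposited by the authors are raw UMI counts per gene and cell, 1 matrix per library, without normalization. The matrices hold 27998 genes. The lowest total per cell in the deposited counts differed between libraries, from 2354 UMIs in sham 2 to 3963 in sham 1, so cells had been chosen with a cutoff set per library before deposit. A symbol shared by several rows (56 symbols) was kept for the row with the lowest identifier. Cell barcodes and gene names are text and were used only to name rows and columns.

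Cells with at least 500 detected genes and at most 20% mitochondrial counts were kept. Doublets were scored per library by the scrublet approach, in which 2 artificial doublets per cell are simulated and the share of them among a cell's neighbours is its score. The cells with the highest scores were removed, 0.8% of the cells for every 1000 cells in the library. This removed 720 cells, 3.80% of those that passed the filters. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes were reduced to 30 principal components. A graph of 20 nearest neighbours was clustered with the Leiden algorithm (leidenalg 0.10.2, resolution 1.0) over all libraries together, without batch correction. Mitochondrial genes and the genes of 4 fixed lists (proximal, distal, retinoid and lipid absorption) were left out of the variable genes, so that the shares of classes do not rest on these lists. The genes of the proliferation list, some of which are markers of cycling-like cells, were not left out.

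Clusters were named from marker genes fixed before the data were examined. For each class, the mean position of its markers between the lowest and the highest cluster was taken on a log2(CPM + 10) scale, and the class with the highest mean named the cluster. This scoring rule was chosen after the data were seen, because a rule based on fold over all other cells left a large enterocyte cluster unnamed. A cluster stayed unnamed if fewer than 3 markers of the class were detected, if another class had more markers among its 10 leading genes, or if it was shallow and had none of its own markers there. No cluster met any of these. The markers Defa30, Igha and Igkc were not used here. Names end in "-like" because they rest on markers, and other rules for naming can give other shares.

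Counts were summed per library and class, so that the library is the replicate. The sums were tested with edgeR 4.0.16 (quasi-likelihood F-test, TMM scaling, filterByExpr) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05, for each class with at least 20 cells in every library and for all epithelial cells together. CPM values of a sum use its TMM-scaled total. The standard error of a log2 fold change was its size divided by the square root of the F statistic. The 5 gene lists were tested with camera (limma 3.58.1) with its preset correlation of 0.01, adjusted over the 34 combinations of list and class that could be tested. Beside it stand fry and camera with the correlation estimated from the data, and the count of list genes past 0.05 when adjusted over the list alone. Lists and tests were fixed before the data were examined. They hold 24 genes (proximal), 21 (distal), 25 (retinoid), 24 (lipid absorption) and 24 (proliferation). Some genes stand in 2 lists.

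The regional balance of a library is the log2 ratio of its summed proximal list counts to its summed distal list counts within a class. It was compared between groups, as was the share of each class, by an exact two-sided permutation test over the 10 ways to pick 2 of 5 libraries. The smallest p this allows is 0.1, so these tests cannot reach 0.05. Intervals on shares of cells are exact (Clopper-Pearson) 95% binomial intervals and cover counting error only.

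The named genes follow a rule fixed in advance. In enterocyte-like cells it takes the 5 genes higher and the 5 lower with the largest change among those past the threshold, with a mean of at least 20 CPM and both resection libraries outside the sham range. In each other class and in all epithelial cells it takes the top 2 of each direction. It adds the 3 genes of each list with the lowest adjusted p in enterocyte-like cells, and Fabp6, Slc10a2, Fgf15, Fabp1, Lct, Apoa4, Rbp2 and Creb3l3 whatever their values.

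The edgeR step was tested on counts simulated from the real means and library sizes with 200 changed genes. In the enterocyte-like comparison (10407 genes) 51.5% of the changed genes were recovered, 91% of those changed 4-fold and 12% of those changed 2-fold, and 5.51% of the calls were false. The Paneth-like comparison (6229 genes) recovered 37.5%. The simulated libraries varied independently with the trended dispersion and held no split into sets, so these shares test the step and do not measure how many real changes it can find.

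Alternatives covered DESeq2 1.42.0, no TMM, no filter on low counts, a mitochondrial limit of 10%, at least 200 genes with no mitochondrial limit, doublets kept, Leiden resolutions of 0.5 and 2.0, libraries clustered separately, genes scaled within each library, list genes used in clustering, and every cell thinned to 3107 UMIs, the 10th percentile of cells. Each library was also left out in turn, and the replicate number was used as a block. The thinned counts were used only to cluster and name the cells, and the sums tested held the full counts of the cells kept. Thinning left out 773 cells of sham 2 and 1050 of resection 2 and none of the other libraries. A further pair of alternatives, a term for the 2 sets of libraries described in the report and the largest enterocyte-like cluster of the clustering scaled within libraries, were chosen after seeing the data. The alternative with only the largest enterocyte-like cluster of the joint clustering was not run, because that cluster held 3 cells of sham 1. Python 3.11.15, numpy 2.4.6 and scipy 1.17.1 were used for the remaining steps.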

Results

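The single-cell profiles addressed how the ileal epithelium of mice changes its gene expression after massive small bowel resection, compared with sham surgery, and in particular whether its regional identity along the intestine shifts. The 3 sham libraries held 1402, 4014 and 2868 cells (sham 1, 2 and 3) and the 2 resection libraries 3887 and 7233 (resection 1 and 2). Total depth was 11749028, 22722807 and 22661971 UMIs in the sham libraries and 27645463 and 41281731 UMIs in the resection libraries. The median depth per cell lay between 4541 UMIs (sham 2) and 6239.5 UMIs (sham 3), with 5462.5 in sham 1, 5511 in resection 1 and 4616 in resection 2. The filters and the removal of doublets left 18235 of 19404 cells.

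Clustering gave 19 clusters, 11 of them enterocyte-like. The others were immature enterocyte-like, stem-like, cycling-like, goblet-like, Paneth-like and T cell-like. The stem-like cluster was led by S-phase genes such as Hells, Dut and Lig1 beside its stem markers Slc12a2 and Cdca7. Single enterocyte-like clusters were led by interferon-induced genes (Isg15, Ifit1, Rsad2), by antigen presentation genes (H2-Aa, Cd74) or by stress-response genes (Areg, Atf3). Sham 2 gave 1344 of the 1460 cells of the antigen presentation cluster, and resection 2 gave 1054 of the 1374 of the stress-response cluster. The interferon cluster held cells of every library. No cluster was tuft-like or enteroendocrine-like. Cells with at least 4 tuft markers numbered 27 of 18235, and cells with at least 4 enteroendocrine markers, counted without Reg4 and Cpe, numbered 17. These cells were too few for a comparison between groups.

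The libraries fell into 2 sets that cut across the groups. Enterocyte-like cells of sham 1 and resection 1 lay almost entirely in other clusters than those of sham 2, sham 3 and resection 2. The overlap of cluster composition, the sum over clusters of the smaller of 2 libraries' shares, was between 19.8% and 38% for the 4 pairs of libraries within a set and between 1.99% and 3.36% for the 6 pairs across sets. When genes were scaled within each library before clustering, which removes each library's own mean, sham 1, sham 2, sham 3 and resection 2 overlapped one another at 73.5% to 89.5%, and resection 1 overlapped each of them at 45.5% to 51.4%. The median mitochondrial share per cell was 13.7% in sham 1 and 11.7% in resection 1, against 8.54% in sham 2, 7.24% in sham 3 and 9.19% in resection 2. Each set holds both groups, so differences are given also inside each set: set A is sham 1 with resection 1, and set B is sham 2 and sham 3 with resection 2.

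**Figure D1:**
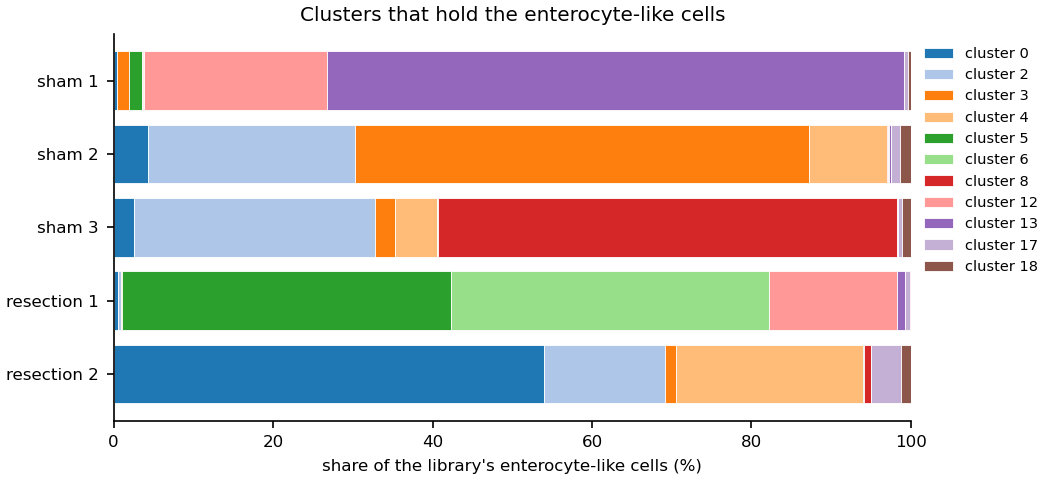
Each bar is 1 library and shows the share of its enterocyte-like cells (%, horizontal axis) in each of the 11 enterocyte-like clusters, by cluster number. Sham 1 and resection 1 share cluster 12 and have hardly any cells in clusters 2 and 4, where sham 2, sham 3 and resection 2 all have cells.

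The first comparison asked whether the share of each epithelial class differs after resection. Enterocyte-like cells made up 55.7% (95% interval 52.9 to 58.5), 64.0% (62.4 to 65.6) and 59.0% (57.1 to 60.8) of epithelial cells in sham 1, 2 and 3, and 67.8% (66.3 to 69.3) and 69.1% (67.9 to 70.2) in resection 1 and 2. The mean was 59.6% ± 4.18 (SD, n = 3) in sham and 68.4% ± 0.909 (SD, n = 2) after resection, a difference of 8.89 percentage points. Both resection libraries lay above every sham library, but the exact two-sided permutation test gave p = 0.2, which became 0.9 after adjustment over the 6 classes. The difference was 12.1 points inside set A and 7.61 inside set B. Leiden clustering at resolution 0.5 moved this difference most, to 11.2 points.

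In each of the other classes the resection libraries overlapped the sham range. Immature enterocyte-like cells were 18.1% ± 0.991 (SD, n = 3) in sham and 16.0% ± 1.90 (SD, n = 2) after resection (exact permutation p = 0.3). Stem-like cells were 4.56% ± 3.59 and 3.84% ± 0.662, and cycling-like cells 5.68% ± 2.76 and 5.29% ± 0.344 (exact permutation p = 1 for each). Goblet-like cells were 2.64% ± 1.36 and 1.90% ± 1.18 (exact permutation p = 0.7). Paneth-like cells were 9.44% ± 7.10 and 4.52% ± 0.501 (exact permutation p = 0.6). Sham 1 decided the Paneth-like difference: its share was 17.5%, and without it the difference of -4.92 points shrank to -0.870. Inside the sets the Paneth-like difference was -12.7 points in set A and -1.22 in set B. Stem-like and cycling-like shares went up in set A (1.46 and 1.64 points) and down in set B (-1.58 and -1.53 points).

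**Figure D2:**
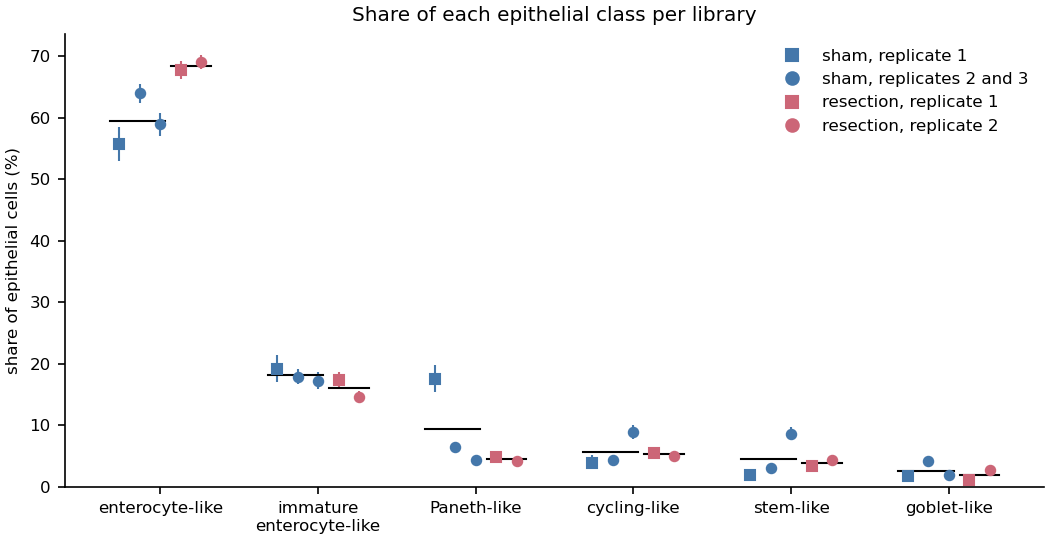
Share of epithelial cells (%) in each class, 1 point per library with its exact 95% binomial interval, and a horizontal line at each group mean. Squares are the replicate 1 libraries (set A) and circles the others (set B); the enterocyte-like share is 55.7% to 64.0% in sham and 67.8% and 69.1% after resection.

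The second comparison asked which genes differ in each class. In enterocyte-like cells, edgeR called 0 of 10407 genes at an adjusted p below 0.05, with 511 genes below 0.05 unadjusted. DESeq2 called 52 genes higher and 24 lower on the same counts. The fit without the filter on low counts moved the edgeR count most, to 137 higher and 60 lower. Without resection 2, 3 genes were called. With the set as a term of the model, edgeR called 20 genes higher and 5 lower, 23 of them also called by DESeq2. With the replicate number as a block it called 83 higher and 77 lower, but the labels do not state that these numbers pair the libraries. Both resection libraries lay outside the sham range for 1057 genes upward and 834 downward, 18.2% of the genes tested, where chance gives 20%.

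edgeR likewise called 0 genes in immature enterocyte-like cells (9803 tested, 135 below 0.05 unadjusted, 1 by DESeq2), stem-like cells (7757 tested, 150 unadjusted, 1 by DESeq2) and cycling-like cells (9018 tested, 136 unadjusted, 1 by DESeq2). In goblet-like cells it called 0 genes of 3834 (184 unadjusted, 8 by DESeq2). Over all epithelial cells it called 0 genes of 11738 (321 unadjusted), whereas DESeq2 called 31 higher and 5 lower. The fewest cells behind a sum were 22 in goblet-like and 24 in stem-like cells, both of sham 1. Without sham 2, 2 genes were called in stem-like cells. In goblet-like cells leaving out sham 2, sham 3, resection 1 or resection 2 gave 1, 5, 3 and 6 genes. With the set as a term edgeR called 2 genes in cycling-like, 7 in goblet-like and 3 in all epithelial cells, and 0 in immature enterocyte-like (431 below 0.05 unadjusted) and stem-like cells (302 unadjusted). With the replicate number as a block it called 137 genes in immature enterocyte-like cells (109 of them lower), 54 in stem-like and 43 in cycling-like cells. In goblet-like and all epithelial cells the block gave 15 and 190. That the numbers pair the libraries is not stated in the labels, and the block leaves little to estimate the spread between them.

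In enterocyte-like cells the genes fixed in advance differed as follows, with adjusted p from edgeR. Fabp6 (ENSMUSG00000020405), the ileal bile acid binding protein, had 29259, 30465 and 47912 CPM in sham and 6958 and 23341 CPM after resection, a log2 fold change of -1.24 ± 0.58 (SE) with an adjusted p of 0.999. Its change was -2.07 inside set A and -0.71 inside set B. Slc10a2 (ENSMUSG00000023073), the ileal bile acid transporter, was at 480 CPM ± 31.4 (SD, n = 3) and 373 CPM ± 110 (SD, n = 2), a change of -0.37 that was absent inside set A (0.00) and -0.75 inside set B. Fgf15 (ENSMUSG00000031073) rose from 23.8 CPM ± 13.7 to 71.1 CPM ± 24.8, a log2 fold change of 1.60 ± 0.51 (SE) with an adjusted p of 0.836.

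Of the genes fixed in advance, 5 belong to the proximal list, and each was higher in both resection libraries than in any sham library. Apoa4 (ENSMUSG00000032080), an apolipoprotein, rose from 523 CPM ± 283 (SD, n = 3) to 5752 CPM ± 2248 (SD, n = 2), a log2 fold change of 3.46 ± 0.57 (SE). Fabp1 (ENSMUSG00000054422), a fatty acid binding protein, rose from 466 CPM ± 250 to 4014 CPM ± 1508, a log2 fold change of 3.11 ± 0.57 (SE). Lct (ENSMUSG00000026354), lactase, rose from 56.7 CPM ± 24.6 to 472 CPM ± 283, a log2 fold change of 3.06 ± 0.53 (SE). Rbp2 (ENSMUSG00000032454) changed by 1.87 ± 0.54 (SE) and Creb3l3 (ENSMUSG00000035041) by 1.01 ± 0.29 (SE) on the log2 scale. Their adjusted p were 0.274 (Apoa4), 0.306 (Fabp1), 0.302 (Lct), 0.719 (Rbp2) and 0.714 (Creb3l3) by edgeR, so none passed the threshold. Each of the 5 was higher inside both sets: the smaller of the within-set log2 changes was 3.32 for Apoa4, 2.28 for Fabp1, 2.59 for Lct, 1.55 for Rbp2 and 0.72 for Creb3l3. With the set as a term, the edgeR adjusted p was 0.0440 for Apoa4 (range over 19 alternatives 1.37e-08 to 0.706), 0.0370 for Lct (1.13e-09 to 0.852) and 0.0529 for Fabp1 (2.42e-07 to 0.9997).

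**Figure D3:**
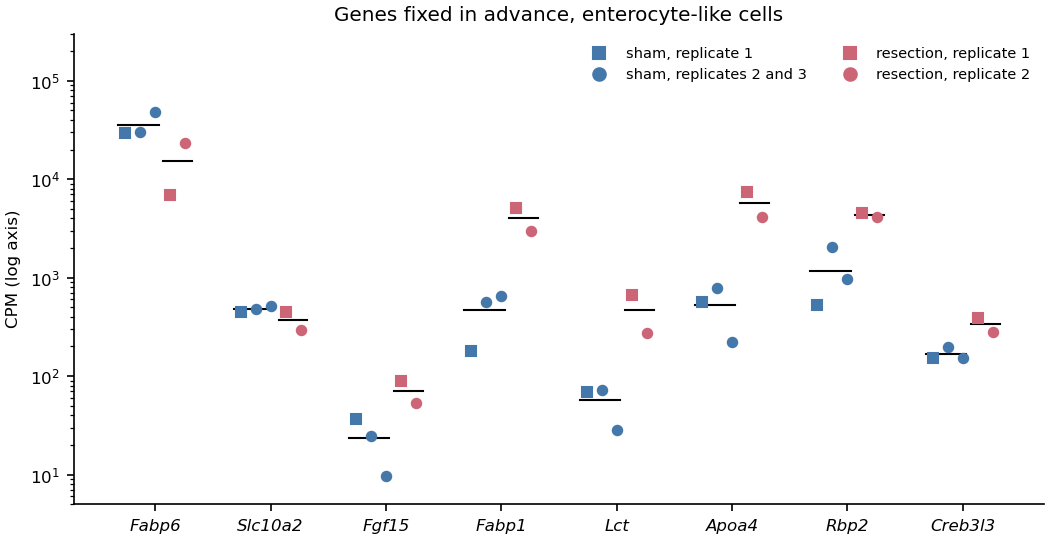
CPM (log axis) in enterocyte-like cells of the 8 genes fixed in advance, 1 point per library, with a horizontal line at each group mean; squares are the replicate 1 libraries (set A) and circles the others (set B). Fabp1, Lct, Apoa4, Rbp2, Creb3l3 and Fgf15 lie higher in both resection libraries than in every sham library, Fabp6 lies lower, and Slc10a2 overlaps.

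The gene with the lowest adjusted p in enterocyte-like cells, Slc2a2 (ENSMUSG00000027690, a glucose transporter), was outside the naming rule and was chosen after its values were seen. It had 7.89, 8.10 and 4.75 CPM in sham and 167 and 81.4 CPM after resection, a log2 fold change of 4.18 ± 0.40 (SE) with an edgeR adjusted p of 0.122, and of 0.00300 with the set as a term (range over 19 alternatives 7.92e-19 to 0.555).

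The third comparison asked whether gene lists for the proximal and distal small intestine, and for functions, shift as sets. The proximal list shifted upward in enterocyte-like cells. Its median log2 fold change was 1.40 over 22 genes, 18 higher and 4 lower, and 15 of the 22 lay above the sham range in both resection libraries (68.2%, where chance gives 20% in either direction). Camera with the preset correlation gave an adjusted p of 5.72e-33. The correlation estimated from the data was 0.158, and with it camera gave p = 0.00749 (adjusted 0.0615), while fry gave p = 0.00630 (adjusted 0.0624). Adjusted over the list alone, 13 of its genes were called, all higher, against 0 when adjusted over all genes tested. The median was 1.58 inside set A and 0.97 inside set B. Leaving out resection 1 lowered it most, to 1.10. The 3 genes of the list with the lowest adjusted p were Cyp2b10 (log2 fold change 3.89 ± 0.51, SE), Cyp3a11 (4.23 ± 0.57) and Apoc3 (2.55 ± 0.40), with edgeR adjusted p of 0.216, 0.216 and 0.274. With the set as a term all 3 passed the edgeR threshold, at 0.0173 for Cyp2b10 (range over 19 alternatives 1.21e-16 to 0.679), 0.0198 for Cyp3a11 (1.37e-18 to 0.619) and 0.0198 for Apoc3 (2.03e-07 to 0.825).

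The distal list did not shift detectably in enterocyte-like cells. Its median log2 fold change was 0.12 over 21 genes, 13 higher and 8 lower (camera, adjusted p 0.387). It was 0.34 inside set A and -0.01 inside set B. Its direction flipped to -0.07 in the largest enterocyte-like cluster of the clustering scaled within libraries. Beside Fgf15, the distal genes with the lowest adjusted p were Cubn (1.27 ± 0.34, SE) and Slc34a2 (0.84 ± 0.38), both higher, with edgeR adjusted p of 0.636 and 0.999.

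The lipid absorption list was higher in enterocyte-like cells, with a median log2 fold change of 0.54 over 23 genes, 20 higher and 3 lower, and a camera adjusted p of 1.16e-18. Its adjusted p was 0.108 with the estimated correlation and 0.0833 by fry. Adjusted over the list alone, 7 genes were called, all higher. The median was 0.80 inside set A and 0.49 inside set B. Apoa4, Apoc3, Fabp1 and Creb3l3 are in both this list and the proximal list, so the 2 results are not independent. The lipid gene with the lowest adjusted p was Apoc2, with a log2 fold change of 3.65 ± 0.54 (SE) and an edgeR adjusted p of 0.266, and of 0.0350 with the set as a term (range over 19 alternatives 3.68e-12 to 0.900).

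The retinoid list had a median of 0.17 over 13 of its 25 genes (camera, adjusted p 0.0153), which did not hold under the estimated correlation (0.393) or fry (0.369). It was 0.28 inside set A and 0.03 inside set B, and without resection 1 it was -0.03. Beside Rbp2, its genes with the lowest adjusted p were Adh1 (1.01 ± 0.47, SE), which rose by 1.91 inside set A and was -0.08 inside set B, and Bco1 (1.25 ± 0.65). Bco1 had a mean of 1.07 CPM in sham and 2.46 CPM after resection. Both had an edgeR adjusted p of 0.999. The proliferation list had a median of 0.12 over 17 genes in enterocyte-like cells (camera, adjusted p 0.399). Its genes with the lowest adjusted p were Mcm2 (2.15 ± 0.56, SE), Mcm6 (0.60 ± 0.34) and Tk1 (-0.60 ± 0.47), each below 5 CPM in every library, with edgeR adjusted p of 0.617 for Mcm2 and 0.999 for the others.

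The proximal list was also higher in the other classes. Its median log2 fold change was 1.62 in goblet-like, 1.14 in cycling-like, 1.01 in Paneth-like, 0.89 in stem-like and 0.57 in immature enterocyte-like cells, and 1.40 over all epithelial cells. Camera called all of them, with adjusted p of 8.60e-19 or lower. With the estimated correlation the adjusted p was 0.0615 in goblet-like, Paneth-like, immature enterocyte-like and all epithelial cells, 0.0796 in cycling-like and 0.0961 in stem-like cells, so none passed. Inside sets A and B the median was 0.57 and 0.34 in immature enterocyte-like, 0.42 and 1.23 in cycling-like and 1.22 and 1.06 in all epithelial cells. Over the alternatives the median kept its direction but not its size. It ran from 0.34 to 1.25 in stem-like, 0.45 to 1.19 in immature enterocyte-like and 0.69 to 1.32 in cycling-like cells. In Paneth-like, goblet-like and all epithelial cells it ran from 0.73 to 1.28, 1.33 to 2.19 and 1.03 to 1.59. Whether the shift differs between classes was tested only through the regional balance, which enterocyte RNA in the other classes can affect. The lipid absorption list was higher in every class as well, with medians from 0.15 in immature enterocyte-like to 0.80 in goblet-like cells.

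Among the remaining combinations, the distal list was called by camera, without an alternative setting, only in goblet-like cells (median 0.38, adjusted p 0.0176). In immature enterocyte-like cells its median was -0.18 (camera, adjusted p 0.0523), -0.38 inside set A and -0.01 inside set B. There camera called it lower in 6 alternatives, among them the set as a term (-0.12, adjusted p 0.00775, range over the camera alternatives 1.42e-07 to 0.959). The retinoid list was called in all classes except stem-like cells, with medians from -0.01 in immature enterocyte-like to 0.52 in Paneth-like cells, and the proliferation list only in immature enterocyte-like cells (0.16, adjusted p 0.00132). None of these calls held under fry or the estimated correlation. With these 2 included, the retinoid call was lost in 12 alternatives in cycling-like, 6 in goblet-like and 5 in all epithelial cells. In cycling-like cells the set as a term was among them (camera, adjusted p 0.0575). The proliferation call was lost in at least 8, among them the set as a term (camera, adjusted p 0.0543) and separate clustering (0.890). Median, mean and test differed in sign for 4 combinations near 0. These were the retinoid list in immature enterocyte-like cells (median -0.01, mean 0.25), the distal list in cycling-like cells (0.07 and -0.02), and the proliferation list in Paneth-like cells (0.01 and -0.01) and in all epithelial cells (-0.03 and -0.04, with camera upward).

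The fourth comparison used 1 number per library, the regional balance, defined as the log2 ratio of proximal to distal list counts. In enterocyte-like cells it was -3.18, -2.54 and -3.41 in sham 1, 2 and 3, and 0.37 and -1.03 in resection 1 and 2. The group means were -3.04 ± 0.45 (SD, n = 3) and -0.33 ± 0.99 (SD, n = 2), a difference of 2.71. Both resection libraries lay above every sham library, and the exact permutation test gave p = 0.1, the smallest the design allows (0.113 adjusted over 9 balance comparisons). The difference was 3.55 inside set A and 1.94 inside set B. Proximal list counts made up 0.517%, 0.694% and 0.542% of all enterocyte-like counts in sham and 2.63% and 1.66% after resection, and distal list counts 4.69%, 4.02% and 5.76% in sham and 2.03% and 3.39% after resection. Fabp6 alone held 68.1% of the distal list counts and Apoa4 22.3% of the proximal. The mean of log2(CPM + 1) over the genes of each list, in place of the sums, moved the difference most, to 1.32.

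**Figure D4:**
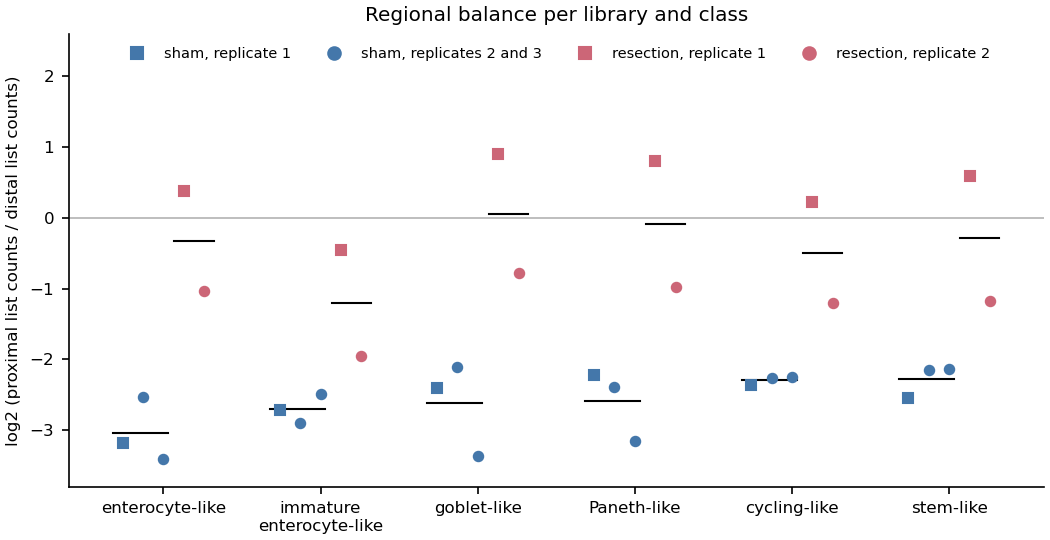
Regional balance, the log2 ratio of summed proximal to summed distal list counts, per library (points) and class, with a horizontal line at each group mean; squares are the replicate 1 libraries (set A) and circles the others (set B). In each class both resection libraries lie above the 3 sham libraries, and resection 1 lies above resection 2.

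The balance was also higher in both resection libraries than in every sham library in each of the other classes, with differences of 1.80 in cycling-like, 1.99 in stem-like, 2.50 in Paneth-like and 2.68 in goblet-like cells (exact permutation p = 0.1 for each, the smallest possible). In immature enterocyte-like cells it was -2.70 ± 0.21 (SD, n = 3) in sham and -1.20 ± 1.05 (SD, n = 2) after resection, with the same exact permutation p. Over these 5 classes the differences ran from 2.26 to 3.30 inside set A and from 0.75 to 1.95 inside set B. In the crypt cells, the sum of stem-like and cycling-like cells, the difference was 1.86. Whether the shift is larger in enterocyte-like than in crypt cells was tested by subtracting the crypt balance from the enterocyte-like balance within each library. This gave -0.78, -0.31 and -1.20 in sham 1, 2 and 3, and 0.02 and 0.17 in resection 1 and 2, a mean of -0.76 ± 0.45 (SD, n = 3) against 0.10 ± 0.11 (SD, n = 2). The difference of 0.86 did not reach the threshold (exact permutation p = 0.2). It was 0.80 inside set A and 0.93 inside set B. Enterocyte RNA in the other classes could move their balance toward that of enterocyte-like cells. In crypt cells of the resection libraries, proximal genes stood at 11.6% of their enterocyte-like level and enterocyte markers at 11.7%. The balances of these classes therefore do not show a shift of their own, and the subtraction cannot separate such a shift from enterocyte RNA.

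Paneth-like cells were the only class with genes past the edgeR threshold. Of 6229 genes, 4 were called, all higher (133 below 0.05 unadjusted, 6 by DESeq2), and all 4 were also transcripts of enterocyte-like cells at a higher level. Fabp1 had 51.2 CPM ± 27.1 (SD, n = 3) in sham and 359 CPM ± 33.0 (SD, n = 2) after resection, a log2 fold change of 2.83 ± 0.51 (SE) with an edgeR adjusted p of 0.0399. Lct had 8.35 CPM ± 5.01 and 45.7 CPM ± 8.21, a log2 fold change of 2.30 ± 0.42 (SE) and the same adjusted p. Slc2a2 and Cyp2b10 were named after their values were seen. Slc2a2 had 5 counts in the sham libraries and 57 in the resection libraries, 16.5 times higher per count sequenced (95% interval 6.68 to 52.8, exact, counting error only), with an edgeR adjusted p of 0.00926. Cyp2b10 had 1 count in the sham and 39 in the resection libraries, a ratio of 56.5 (95% interval 9.57 to 2290), with an edgeR adjusted p of 0.0262. Without sham 2 no gene was called, without sham 3 or resection 1 there was 1, and without sham 1 the count was 11. The median level of 19 proximal genes in Paneth-like cells of the resection libraries was 13.1% of that in enterocyte-like cells, and that of 13 enterocyte markers 12.5%. In crypt cells these levels were 11.6% and 11.7%, and in goblet-like cells 75.2% and 70.6%. With total counts in place of TMM, which moved the median of all genes to 0.17 in Paneth-like cells and 0.14 in all epithelial cells, 2 genes were called in Paneth-like cells.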

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

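The term for the 2 sets of libraries and the largest enterocyte-like cluster of the clustering scaled within libraries were chosen only after the results were seen. The cause of a change named here was not tested, except where the text gives one.

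The direction of the proximal list in enterocyte-like cells held in all 18 alternatives that give a median, from 1.10 to 1.66, and that of the lipid absorption list from 0.45 to 0.65. Camera with its preset correlation called both lists in each of these 18. Neither call held with another model of the correlation between genes. The adjusted p of the proximal list was 0.0624 by fry and 0.0615 by camera with the estimated correlation, and that of the lipid absorption list was 0.0833 and 0.108. The regional balance in enterocyte-like cells kept its direction in 17 alternatives, from 1.32 to 3.42, and the enterocyte-like balance minus the crypt balance in 16, from 0.40 to 1.09. Their permutation tests cannot pass 0.05 under any setting.

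The number of genes called changed most between settings. DESeq2 called 76 genes in enterocyte-like cells, 1 each in immature enterocyte-like, stem-like and cycling-like cells, 8 in goblet-like cells and 36 in all epithelial cells. Without the filter on low counts, edgeR called 197 in enterocyte-like cells, 185 of them among the 10407 genes that the filter keeps, 7 in stem-like, 14 in cycling-like, 28 in goblet-like, 13 in Paneth-like and 18 in all epithelial cells. DESeq2 and the fit without the filter shared 68 enterocyte-like genes. With the set as a term the counts were 25 in enterocyte-like, 2 in cycling-like, 7 in goblet-like, 7 in Paneth-like and 3 in all epithelial cells.

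With the replicate block, which pairs sham 1 with resection 1 and sham 2 with resection 2, the counts were 160 in enterocyte-like cells (83 higher, 77 lower), 137 in immature enterocyte-like (28, 109), 54 in stem-like (10, 44), 43 in cycling-like (6, 37), 15 in goblet-like (10, 5), 48 in Paneth-like (19, 29) and 190 in all epithelial cells (67, 123). In 5 of these 7 most genes were lower, unlike the counts with DESeq2, with the set as a term or without the filter. The replicate block gives sham 3 a block of its own, so sham 3 adds nothing to the comparison. Little is then left to estimate the spread between libraries, and these counts are less secure than the others. The labels do not state that the numbers pair the libraries. After the group means were removed, libraries of the same number correlated across genes with r = 0.553 (number 1) and 0.216 (number 2) in enterocyte-like cells, and sham 3 with resection 2 at 0.484. With only 2 resection libraries their deviations mirror each other, and the sham deviations cancel out. These values are thus tied to one another and are not separate evidence on pairing. All 25 genes called with the set as a term were among the 160.

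Clustering on counts thinned to 1 depth gave 1 gene in enterocyte-like, 4 in goblet-like and 2 in Paneth-like cells. The sums tested there were not thinned, so these counts do not test equal depth. Keeping doublets gave 10 in goblet-like and 2 in Paneth-like cells. Scaling within libraries gave 1 in goblet-like and 2 in Paneth-like cells, and using the list genes in clustering gave 3 in goblet-like cells. The largest enterocyte-like cluster gave 1. Paneth-like cells had 2 called genes also with a mitochondrial limit of 10%, with at least 200 genes and no limit, with Leiden 0.5 and 2.0, with separate clustering and with total counts in place of TMM. When each library was left out in turn the counts ran from 0 to 3 in enterocyte-like, 0 to 2 in stem-like, 0 to 6 in goblet-like and 0 to 11 in Paneth-like cells. Where this leaves 1 resection library, edgeR assumes that it varies like the sham libraries. Of the 4 Paneth-like genes, Fabp1 and Lct stayed past the threshold in 7 of 19 alternatives, Cyp2b10 in 15 and Slc2a2 in 17.

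The retinoid list in enterocyte-like cells was not called by camera in the largest enterocyte-like cluster (median 0.14) or with the replicate block (0.0860), nor without sham 3 (0.0854) or without resection 1 (-0.0269), nor by fry (adjusted p 0.369) or with the estimated correlation (0.393). Its median ran from -0.0269 to 0.32 when a library was left out. The distal list in enterocyte-like cells was -0.0715 in the largest enterocyte-like cluster. The proliferation list there was -0.0172 with doublets kept, -0.0681 with the replicate block, and from -0.30 to 0.22 with a library left out. Without resection 1 camera called it higher (0.21, adjusted p 0.0315).

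Several list medians changed sign in other classes. In immature enterocyte-like cells the distal list was 0.00233 with at least 200 genes and no mitochondrial limit, 0.13 with doublets kept, and -0.38 to 0.0107 with a library left out. Camera called it lower there in 6 alternatives: with the replicate block (-0.24, adjusted p 1.42e-07), without sham 3 (-0.24, 0.000101), at Leiden 0.5 (-0.32, 0.000309), without resection 2 (-0.38, 0.00562), with the set as a term (-0.12, 0.00775) and without TMM (-0.15, 0.0119). Fry (0.743) and the estimated correlation (0.619) did not call it. The retinoid list there, -0.01, became 0.21 with 200 genes and no limit, 0.12 with doublets kept, 0.0328 with list genes used in clustering, 0.31 at the 10% limit, 0.0221 with the replicate block, 0.0935 scaled within libraries, 0.0177 thinned, 0.0538 without TMM, and -0.0412 to 0.21 with a library left out. The proliferation list there was -0.00229 when scaled within libraries. In stem-like cells the distal list was -0.0941 with the replicate block (called lower, adjusted p 0.0140), -0.0430 scaled within libraries and -0.13 to 0.36 with a library left out. Camera called it higher without sham 1 (0.0141), sham 2 (0.000477) or resection 1 (0.00186) and without the filter (0.0258). The retinoid list (0.21) ran from -0.25 to 0.22 and the proliferation list from -0.23 to 0.15 in the same way, and the latter was 0.00443 without TMM and was called lower without resection 1 (adjusted p 0.0102). The retinoid list was called higher when scaled within libraries (0.00388) and without resection 2 (0.0394).

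In cycling-like cells the distal list was -0.0453 with 200 genes and no limit, -0.0575 with the replicate block, -0.00688 scaled within libraries, and -0.33 to 0.24 with a library left out. Camera called it lower with 200 genes and no limit (adjusted p 0.0221), with the replicate block (7.28e-06), without resection 2 (0.00124) and without sham 3 (0.00129). The proliferation list was 0.0471 with the set as a term, 0.0746 with the replicate block, and -0.30 to 0.11 with a library left out, and was called lower without sham 1 (adjusted p 0.0245). In goblet-like cells the call of the distal list was lost in 8 of 18 alternatives, fry and the estimated correlation included. In Paneth-like cells the distal list (0.19) was -0.0474 with doublets kept, -0.0320 with the replicate block and -0.29 to 0.49 with a library left out. Camera called it higher without resection 1 (adjusted p 0.000217) or sham 2 (0.0124) and lower without resection 2 (0.00184). The retinoid list (0.52) ran from -0.0671, without resection 2, to 0.48. The proliferation list was -0.0474 with doublets kept and ran from -0.54 without sham 1 (called lower, 0.0425) to 0.74 without resection 1 (called higher, 0.0125). In all epithelial cells the proliferation list was 0.17 with the set as a term and 0.0862 without TMM. Camera called it at the 10% limit (0.25, adjusted p 4.30e-06) and with the replicate block (0.43, 4.08e-08). With a library left out it ran from -0.37 without sham 1 (called lower, 0.0111) to 0.43 without sham 3 (called higher, 1.96e-09). The distal list there was called higher without sham 2 (0.00859) or resection 1 (0.0392). With all 5 libraries and no other change, neither fry nor the estimated correlation called any of these lists.

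The enterocyte-like share kept its direction in 15 alternatives, from 6.69 to 11.2 points. Settings of the mitochondrial filter weakened it. With the 10% limit it was 6.76 points (exact permutation p = 0.8), with as few as 9 enterocyte-like cells in a library. With at least 200 genes and no limit it was 6.83 points (exact permutation p = 0.6). With the 10% mitochondrial limit the differences were 10.4 points for immature enterocyte-like, 1.42 for stem-like, 2.55 for cycling-like and -20.7 for Paneth-like cells. Cycling-like cells differed by 0.196 points with separate clustering and 0.362 scaled within libraries. With a library left out the differences ran from -2.05 to 1.32 for stem-like, -1.29 to 1.20 for cycling-like and -1.57 to 0.0931 for goblet-like cells.

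A class was not tested where a library held fewer than 20 of its cells. With the 10% limit a library held as few as 9 enterocyte-like, 5 stem-like, 3 cycling-like and 0 goblet-like cells. Stem-like cells were as few as 17 with doublets kept, 15 at Leiden 2.0, and 0 at Leiden 0.5, with separate clustering and when thinned. Goblet-like cells were 0 in a library with separate clustering. The largest enterocyte-like cluster of the joint clustering was not run, with 3 cells in a library. The fewest cells behind a tested sum were 21 goblet-like cells, with list genes used in clustering.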

Other observations

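The tests of read mapping, of depth, of the sets as a source of the proximal change and of tissue position were chosen only after the result was seen. So were those of free RNA in T cell-like and goblet-like droplets.

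Sham 1 and resection 1 separated from the other libraries. The tables argue against depth per cell as the whole source: after thinning every cell to 1 depth, the overlap of enterocyte-like clusters between sets was at most 8.96%, and within a set at least 14.9%. When genes were scaled within each library, sham 1 overlapped sham 2, sham 3 and resection 2 at 75.4% to 89.5%, while resection 1 stayed apart from all others at 45.5% to 51.4%. A difference in sequencing or read mapping may contribute. Processed copies of ribosomal protein genes (16 copies, 85 parent genes), which differ from their parents by few bases, took 2.17% and 1.51% of ribosomal counts in sham 1 and resection 1, against 0.656%, 0.658% and 0.564% in sham 2, sham 3 and resection 2. The ratio of set means was 2.94, and the sets did not overlap in any of the 6 epithelial classes. The labels name no batch, and a difference between animals or in the preparation of tissue stays open, as untested. Of the 10 ways to pick 2 of the 5 libraries, edgeR called 959 genes in enterocyte-like cells for sham 1 with resection 1, and 0 for each of the others, resection against sham included (511 genes below 0.05 unadjusted, 76 by DESeq2).

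The proximal list was higher after resection in enterocyte-like cells, with a median of 1.40. The sets cannot be its whole source, since the smaller of the within-set medians was 0.97. A shift in maturity, as measured by the ratio of enterocyte-like to immature counts, is argued against as the whole source. The highest median of 10000 random lists matched on expression and on this ratio was 0.56 (their middle was 0.13). Maturity within the enterocyte-like class was not matched, so a shift there stays open. The 13 enterocyte markers had a median of 0.39 in these cells, 11 higher and 2 lower (fry, unadjusted p = 0.143). Chance assignment stays open: 1 of the 10 splits, the real one, gave a median as large in size, and the next was -1.25, but a share under 0.1 cannot be had. Tissue taken nearer the stomach in the resection libraries cannot be told apart from a response of the tissue. The distal list had a median of 0.12 with genes going both ways, Fabp6 lower and Fgf15 and Cubn higher, which decides nothing, and the position sampled was not analysed here. A biological response to the operation is a candidate explanation that stays untested against these.

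Changes inside the 2 sets, which share no library, were compared across 4388 genes with a mean of at least 20 CPM in enterocyte-like cells. They correlated with r = 0.516 (Spearman rho 0.360), and 0.475 without the list genes, across genes that are not independent replicates. Of 47 genes changed at least 2-fold in both sets, 45 had the same sign, 30 higher and 15 lower. This is consistent with a change common to both sets in these cells. In immature enterocyte-like and cycling-like cells r was 0.0589 and 0.00861 over all genes compared. The proximal list was nonetheless higher inside both sets for 15 of 21 genes in immature enterocyte-like and 13 of 20 in cycling-like cells.

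The higher proximal list in crypt, goblet-like and Paneth-like cells may come from enterocyte RNA, as free RNA or in mixed droplets. If so, proximal genes would stand at the same level relative to enterocyte-like cells as 13 enterocyte markers do. In the resection libraries the median log2 relative level of 19 proximal genes minus that of the markers was -0.0109 in crypt cells (permutation p = 1), 0.0910 in goblet-like cells (permutation p = 0.273) and 0.0615 in Paneth-like cells (permutation p = 0.659), two-sided across genes. Expression of proximal genes by these cells themselves is not needed for these values, and is not excluded by them. The 4 genes called in Paneth-like cells fall under the same limit. For goblet-like cells free RNA alone is argued against. Their median level of enterocyte markers was 6284 to 13945 CPM across libraries, against 1184 to 1931 CPM in stem-like cells. Median depths were 4191 to 5585 UMIs against 4206 to 6169. Mixed droplets and expression by goblet-like cells themselves stay open.

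T cell-like droplets held enterocyte transcripts. Free RNA alone is argued against: the median level of enterocyte markers in them was at least 4.88 times that in stem-like cells in each library, at median depths of 3960 to 6805 UMIs against 4206 to 6169. Droplets holding a T cell and an enterocyte may explain it, since at least 69.5% of T cell-like droplets in each library lay above the 95th percentile of stem-like cells. The lowest total per deposited cell, 2354 to 3963 UMIs, may have left out T cells alone, which was not tested. T cell-like droplets made up 1.79%, 2.77% and 1.08% of cells in sham and 0.680% and 3.27% after resection, and were left out of the epithelial comparisons.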
